A study of Homo sapiens with 18 samples.

How the data were processed

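Per the labels' protocols, T-47D cells were transduced with a TraCe-seq library of expressed lineage barcodes, expanded, sampled before treatment and then exposed to giredestrant, palbociclib or both until resistant clones grew out, and libraries were made with the 10x Genomics single cell 3′ v3.1 protocol. Doses of 200 nM were given for the single drugs and none for the combination. Per the submitters' processing notes, reads were processed with kallisto 0.46.2 and bustools 0.40.0 on GRCh38, and the annotation release and the settings of these tools were not given in the sources used here. The deposited expression values were raw UMI counts per gene and cell barcode, and the deposited lineage values were raw UMI counts per lineage barcode and cell barcode. All deposited cell barcodes held at least 100 UMIs, and 212 symbols stood on several gene identifiers, which were kept apart and tested by identifier. Gene positions were taken from GENCODE 29, in which 58039 gene identifiers were found, 54023 with the same symbol.

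Cells were kept with at least 1000 UMIs, at least 500 genes and under 20% of UMIs from 37 mitochondrial genes, the last counted within the cell. No doublet call was made. A cell was assigned to the lineage barcode holding more than the sum of its other lineage UMIs, so a cell with several barcodes was assigned only where 1 of them prevailed in this way, and between 58.2% and 95.1% of kept cells per library carried a barcode. Of 199998 lineage names listed 324 were seen, in 87501 entries, 41.1% of them of 1 UMI, the largest of 83. Counts were summed over the kept cells of a library or condition. The labels gave 2 libraries for baseline and for each treatment at day 8, called a and b here, and 1 library for every other condition. The pairs were not copies of 1 another, since the chi-square per degree of freedom of their counts was 37.9 for baseline, 7.67 for palbociclib, 8.83 for giredestrant and 16.4 for the combination.

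Tests used the quasi-likelihood test of edgeR 4.0.16 (glmQLFit and glmQLFTest with robust estimation) in R 4.3.3 on counts that passed filterByExpr, scaled by TMM, and were two-sided. P-values were adjusted by Benjamini-Hochberg over the genes of a comparison, and an adjusted p under 0.05 was called. Treatments over days were compared with 12 conditions of 3 arms and 4 days, day as a block, each day summed to 1 sample (biological coefficient of variation 17.8%, 6 residual degrees of freedom). Day 8 was compared with baseline in 8 libraries of 4 groups sharing 1 spread (biological coefficient of variation 6.64%, 4 residual degrees of freedom). Departure from additivity was the contrast of the combination against the sum of both single-drug log changes in the same fit, and the expectations in CPM were set from log2 of CPM plus 1. Conditions with 1 library were compared as log2 ratios of TMM-scaled CPM plus 1, without a test, and list medians were set against 10000 random lists matched on expression in 20 bins. Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01 and again with the correlation estimated, adjusted over the 20 lists of a comparison. Members called were counted over all genes and again adjusted over the list alone. In counts with known changes made from these data, the fits over days recovered 95% to 96% of genes changed 2-fold and 98% of those changed 4-fold, the day 8 fits 100% of either, and the clone fit 96% and 100%, while 0.0208% to 0.102% of unchanged genes were called.

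The lists, fixed before the data were examined, were oestrogen-induced genes (28), oestrogen-repressed genes (10), G1/S and E2F (29), G2/M (28), CDK and RB machinery, p53 targets, interferon response, antigen presentation, cholesterol synthesis, ATF4 and unfolded-protein response, hypoxia, mesenchymal, luminal, basal, MAPK feedback, receptor kinases, senescence secretory, androgen response, heat-shock stress and mitochondrially encoded genes, with markers of lymphocytes, myeloid cells, fibroblasts, endothelial and erythroid cells. Named genes were also fixed by a rule before the data were examined. ESR1, PGR, GREB1, TFF1, CCND1, CCNE2, CDK6, RB1, CDKN1A, MKI67 and TOP2A were always named. Each test named the 10 highest and 10 lowest log2 fold changes among genes past the adjusted p, with at least 50 CPM in an arm mean and the same direction on all 4 days or in both libraries against both. Comparisons without a test named the 10 highest and 10 lowest ratios with at least 50 CPM in either sample, and each list its 4 members of largest absolute change with at least 10 CPM in either group. The clone test named up to 10 genes in each direction past the adjusted p. Some genes these rules would name are not reported here. NUF2 was named, and the lists described for the comparisons without a test were chosen, after their values were seen.

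The share of cells with G2/M transcripts counted cells with at least 3 UMIs of the list after thinning each cell to 5000 UMIs, shallower cells left out. Intervals are exact Clopper-Pearson intervals at 95%. Clones were lineages with at least 20 baseline cells, 36 of them holding 93.0% of assigned baseline cells, and were enriched or depleted where the interval of the share lay wholly apart from that of baseline and the share moved at least 2-fold. A share of 0 was given the upper limit that 3 cells would set. The effective number of clones is the exponential of the Shannon entropy after thinning to 1080 assigned cells, averaged over 100 draws. Correlations of clone changes used 100000 permutations and were adjusted over 3 relations. Baseline expression was compared between clones by the same edgeR test where each class had at least 3 clones. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for counting and drawing, and DESeq2 1.42.0 for a further test.

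Alternatives planned before the data were examined were DESeq2 size factors, the DESeq2 Wald test, no filter on genes, no filter on cells, no day block, only the arms compared, each day or library left out, a pseudocount of 5 CPM, total-count scaling, the mean over cells, each library alone, estimated correlation and fry for lists, other rules for barcodes, clones and diversity, and other depths and UMI minima for the G2/M share. A mitochondrial limit of 40%, cells of clone 1 only, cells with at least 5000 UMIs, lists without each day or library, and clones left out of the clone test were chosen after seeing the data. No paired analysis was possible because the sources used here do not say which library of 1 condition belongs with which library of another. Per-cell clustering and trajectories were not analysed here.

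On GRCh38 in GENCODE 29, TFF1 (ENSG00000160182) lies at 21:42362282-42366594, SERPINA6 (ENSG00000170099) at 14:94304248-94323394 and AC008703.1 (ENSG00000283413) at 5:159484130-159511687. Counts of the pseudogene KRT223P, the antisense gene ZBED5-AS1, AC090971.3, AP000781.1 and the histone genes HIST1H1D, HIST1H4C and HIST1H4H may include reads of overlapping genes or paralogs, and the assignment of their reads was not tested.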

Results

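The culture was the oestrogen receptor-positive breast cancer line T-47D carrying expressed lineage barcodes, sampled before treatment and on days 1, 4, 8 and 26 under palbociclib at 200 nM, giredestrant at 200 nM or the combination, with a further combination sample at month 6. In the 18 libraries of the 14 conditions 62315 cells passed the cell criteria, from 1332 under palbociclib at day 4 to 9304 at month 6, and 44999 of them were assigned to a lineage. Kept UMIs per library ran from 28306977 under the combination at day 4 to 90625087 at month 6. Median UMIs per kept cell ran from 8255 to 35218. The limit of 20% mitochondrial UMIs removed 7.44% and 11.2% of baseline cells. It removed 64.6% under the combination at day 4, 55.4% and 47.6% in the giredestrant day 8 libraries, 47.8% and 45.3% under giredestrant at days 4 and 26 and 46.8% under palbociclib at day 4. That limit therefore acted unevenly on the treatments.

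Giredestrant, a degrader of the oestrogen receptor, left transcripts of oestrogen-induced genes far below their levels under palbociclib, a CDK4/6 inhibitor, over days 1, 4, 8 and 26. SERPINA6, corticosteroid-binding globulin, was 5.84 log2 units lower (standard error 1.09, adjusted p = 0.0106; mean CPM 19.7 with SD 23.1 against 484 with SD 193, n = 4 days per arm). TFF1, a classical oestrogen target, differed by a log2 fold change of -4.56 (adjusted p = 0.0107; 10.1 ± 18.6 against 85.0 ± 70.8 CPM). PGR, the progesterone receptor, differed by -4.07 (SE 0.74, adjusted p = 0.00966; 42.2 ± 47 against 369 ± 44.2 CPM). The stanniocalcin STC2 (-3.95), OLFML3 (-3.57), the trefoil gene TFF3 (-3.32), PXK (-2.89), SERPINA1 (-2.68), FHL2 (-2.43) and SERPINI1 (-2.27) completed the 10 lowest log2 fold changes among genes with at least 50 CPM in an arm, a limit on every ranking of genes here. GREB1, a cofactor of the receptor, was at -1.18 (adjusted p = 0.00108). CCND1, the cyclin D1 partner of CDK4 and CDK6, was at -1.91 (adjusted p = 0.000233; 95.4 ± 23.4 against 358 ± 85.5 CPM), and CDK6 at -0.83 (adjusted p = 0.0477, but 0.0611 at a mitochondrial limit of 40%). The prolyl hydroxylase EGLN3 was the gene most increased under giredestrant relative to palbociclib, at 2.27 (SE 0.45, adjusted p = 0.0134; 71.8 ± 51.1 against 11.3 ± 4.03 CPM). The calcium channel subunit CACNA2D4 (1.79), the ubiquitin ligase FBXO32 (1.78, adjusted p = 0.00285), DCAF11 (1.72), the TGF-beta pseudoreceptor BAMBI (1.68), AGER (1.54), RUBCNL (1.48), the CaMKII inhibitor CAMK2N1 (1.45) and KRBA1 (1.42) were also among the 10 highest. The proliferation genes MKI67 (log2 fold change 1.49, adjusted p = 0.109) and TOP2A (1.01, adjusted p = 0.200) did not pass, nor did ESR1 (-0.47, adjusted p = 0.140), CCNE2 (1.17, adjusted p = 0.175), RB1 (0.20) or CDKN1A (0.59). In all, 1874 genes were higher and 1986 lower under giredestrant among 19404 tested, 360 and 508 of them by at least 2-fold, or 912 and 1231 with only these arms in the fit. Without day 4 the counts dropped to 241 and 432 and without day 8 to 90 and 218. Of the 20 genes ranked by fold 3 kept the call without day 4 and 2 without day 8, against 19 without day 1 and 18 without day 26. PGR was at -4.37 without day 4 (adjusted p = 0.0506) and -4.09 without day 8 (0.0840), TFF1 at -4.425 (0.0611) and -4.81 (0.0794), and CDK6 at -0.71 (0.190) and -0.73 (0.226). CDKN1A passed without day 26 (0.81, adjusted p = 0.00289).

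The oestrogen-induced list carried this contrast as a group. It was lower under giredestrant (median log2 fold change -1.41, adjusted p = 2.1e-37, and adjusted p = 0.0449 with an estimated correlation). Of its 27 measured genes 25 were lower, or 26 adjusted over the list alone, led by the chemokine CXCL12 (-5.95). The MAPK feedback list was lower as well (median -0.88, adjusted p = 0.000111; 6 of 14 genes, 8 adjusted over the list alone), at adjusted p = 0.153 with an estimated correlation. DUSP4 was at -3.22, PHLDA1 at -1.32 and IER3 at -1.08. The list of oestrogen-repressed genes was higher (0.47, adjusted p = 0.0311; 3 of 10, also 3 adjusted over the list alone), including ERBB2 at 0.82, and its adjusted p = 0.647 with an estimated correlation. The mesenchymal list was higher at 0.44 (adjusted p = 0.0115, 4 of 8 genes, 4 adjusted over the list alone: TWIST1 0.98, COL1A2 0.51, ZEB2 0.49, FN1 0.46), at adjusted p = 0.453 with an estimated correlation. The G1/S and E2F list (0.41, adjusted p = 0.000734; 4 of 29 genes, 4 adjusted over the list alone, with the primase PRIM1 at 1.07) and the G2/M list (0.66, adjusted p = 0.000434) were also higher under giredestrant, each at adjusted p = 0.744 with an estimated correlation. In the G2/M list edgeR called 1 of 28 genes over all genes, NUF2 (0.94, adjusted p = 0.0201), and 0 adjusted over the list alone, with 8 at an unadjusted p under 0.05 and 3 called by DESeq2. HMGB2 (1.5), NUSAP1 (1.46) and KIF20A (1.41) did not pass. Without day 1 the oestrogen-repressed (median 0.56), G1/S and E2F (0.24) and G2/M (0.37) lists no longer passed. Hypoxia passed without day 26 (median 0.0164) and heat-shock stress without day 4 (median -0.19).

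Against palbociclib the combination was lower in TFF1, PGR, TOP2A and MKI67. SERPINA6 was at a log2 fold change of -5.70 (SE 1.08, adjusted p = 0.0174), STC2 at -3.72, and TFF1 at -3.49 (adjusted p = 0.0266; 14.2 ± 20.9 CPM under the combination). PGR was at -3.41 (adjusted p = 0.0231; 62.2 ± 56.8 against 369 ± 44.2 CPM, n = 4 days per arm). OLFML3 (-2.98), IGFBP4 (-2.75), the DNA end-resection factor RBBP8 (-2.73), PXK (-2.59), MYBL1 (-2.58) and topoisomerase TOP2A (-2.44, adjusted p = 0.0251; 28.2 ± 15.9 against 171 ± 149 CPM) completed the 10 lowest. MKI67, the Ki-67 antigen, was at -2.63 (adjusted p = 0.0301; 6.46 ± 5.38 against 42.4 ± 39.3 CPM). ESR1 itself was at -1.14 (adjusted p = 0.0141), GREB1 at -1.44 (adjusted p = 0.000735) and CCND1 at -0.95 (adjusted p = 0.00891). Higher under the combination were the keratin pseudogene KRT223P (3.43, adjusted p = 0.0281), EGLN3 (3.04, adjusted p = 0.00990; 137 ± 128 against 11.3 CPM), AC008703.1 (2.39), Z93403.1 (2.26), BCAS1 (2.13), PGPEP1L (2.05), CAMK2N1 (1.81), the calcium-binding S100A4 (1.72), PPT1 (1.62) and DCAF11 (1.61). CCNE2 (-1.83, adjusted p = 0.0696), CDK6 (0.32), RB1 (-0.05) and CDKN1A (-0.02) did not pass. Altogether 1394 genes were higher and 1599 lower, 399 and 588 by at least 2-fold, or 300 and 500 with only these arms in the fit. The counts were 7 and 56 without day 4, 27 and 69 without day 8 and 832 and 1120 without day 26. The calls of 2, 4 and 14 of the 20 genes ranked by fold remained in these fits. Without day 4 and without day 8 the adjusted p was 0.119 and 0.131 for TFF1 (log2 fold changes -3.63 and -3.63), 0.105 and 0.128 for PGR (-3.84, -3.51), 0.118 and 0.143 for TOP2A (-2.54, -2.13), and 0.129 and 0.152 for MKI67 (-2.59, -2.23). It was 0.102 and 0.0960 for ESR1 (-1.23, -1.07) and 0.0988 and 0.0547 for CCND1 (-0.94, -1.09). TFF1 (-2.68, adjusted p = 0.0863), TOP2A (-2.20, 0.0980) and MKI67 (-2.57, 0.116) also lost the call without day 26, and CCNE2 passed without day 1 (-2.31, adjusted p = 0.0249).

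Both cell-cycle lists separated the combination from palbociclib alone. The G2/M list had a median of -1.64 (adjusted p = 2.1e-17; 25 of 28 genes lower, 27 adjusted over the list alone) and adjusted p = 0.372 with an estimated correlation. The mitotic kinase PLK1 was at -2.5 and NUSAP1 at -2.29. The G1/S and E2F list had a median of -1.13 (adjusted p = 6.9e-13; 17 of 29 lower, 25 adjusted over the list alone) and adjusted p = 0.381 with an estimated correlation. It included the replication licensing genes CDC6 (-1.86) and CDT1 (-1.81) and thymidine kinase TK1 (-1.76). The oestrogen-induced list (median -1.44, adjusted p = 5.7e-32; 21 of 27 lower, 25 adjusted over the list alone) included CXCL12 at -5.76 and OLFM1 at -3.77, at adjusted p = 0.113 with an estimated correlation. The oestrogen-repressed list was higher (0.92, adjusted p = 2.0e-08; 7 of 10, or 10 adjusted over the list alone), at adjusted p = 0.122 with an estimated correlation. ERBB2 was at 1.14, TGFB2 at 1.06 and CCNG2 at 1.01. The CDK and RB machinery list (-0.36, adjusted p = 0.00222; 4 of 18 lower, 7 adjusted over the list alone, MYC at -1.21) and the MAPK feedback list (-0.81, adjusted p = 0.00189; 6 lower and 1 higher of 14, 7 and 1 adjusted over the list alone, DUSP4 at -2.61, DUSP5 at 1.5) were lower too. These gave adjusted p = 0.387 and adjusted p = 0.238 with an estimated correlation. When a day was left out other lists passed, by median ATF4 and unfolded-protein response without day 1 (-0.18) or day 26 (-0.17), hypoxia without day 26 (0.0745) and mesenchymal without day 26 (0.21).

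Against giredestrant alone the combination was lower in MKI67 and TOP2A and higher in CCND1 and CDK6. The linker histone HIST1H1D was at a log2 fold change of -5.08 (SE 0.84, adjusted p = 0.00896), the replication-linked protease FAM111B at -4.81 (adjusted p = 0.00711). MKI67 was at -4.12 (adjusted p = 0.00823; 6.46 ± 5.38 against 85.4 ± 11.1 CPM, n = 4 days per arm) and TOP2A at -3.45 (adjusted p = 0.00833; 28.2 ± 15.9 against 261 ± 69.3 CPM). NUSAP1 (-3.75), MYBL2 (-3.44), CDK1 (-3.34), PCLAF (-3.31), CEP55 (-3.25) and survivin, BIRC5 (-3.20), were close behind. Cyclin E2, CCNE2, was at -3.00 (adjusted p = 0.0168). CCND1 (0.96, adjusted p = 0.00601) and CDK6 (1.15, adjusted p = 0.0200) were higher under the combination. So were AC008703.1 (1.84), clusterin, CLU (1.69), Z93403.1 (1.52), SAT1 (1.42), HIST1H4H (1.40), FBXW11 (1.38), VTCN1 (1.33), TUBA4A (1.25), SOX4 (1.22) and SMTN (1.18). The receptor targets PGR (0.67, adjusted p = 0.522), TFF1 (1.08) and GREB1 (-0.26) did not pass, and neither did ESR1 (-0.67, adjusted p = 0.0672), RB1 (-0.25) or CDKN1A (-0.61). A total of 1199 genes were higher and 1430 lower, 156 and 523 by at least 2-fold, or 521 and 770 at the 40% limit and 506 and 775 without a filter on cells. Without day 4 the counts were 29 and 106. Without day 8 edgeR called 0 genes, with 3733 at an unadjusted p under 0.05, and DESeq2 was not run on that subset. None of the 20 genes ranked by fold kept the call without either of these days (lowest adjusted p 0.0516 without day 4, 0.0854 without day 8). By contrast 18 kept it without day 1 and 15 without day 26. MKI67 gave adjusted p = 0.0643 and 0.0898 without day 4 and day 8 (log2 fold changes -3.95 and -3.86), TOP2A 0.0643 and 0.0917 (-3.38, -3.36), CCNE2 0.0935 and 0.115 (-2.78, -2.80), CCND1 0.0659 and 0.0891 (0.97, 0.86) and CDK6 0.114 and 0.141 (1.10, 1.11). Without day 26 ESR1 (-0.73, adjusted p = 0.0154) and CDKN1A (-0.93, adjusted p = 0.00131) passed.

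The G2/M list was lower under the combination than under giredestrant by a median of -2.26 (adjusted p = 2.0e-37; 26 of 28 genes, all 28 adjusted over the list alone), with AURKB at -4.24 and KIF20A at -3.51. The G1/S and E2F list followed at -1.52 (adjusted p = 1.1e-30; 27 of 29, 28 adjusted over the list alone), with CDC45 at -2.88, TK1 at -2.47 and CDC6 at -2.37, and each had adjusted p = 0.324 with an estimated correlation. In the CDK and RB machinery list (median -0.60, adjusted p = 0.00258) 9 genes were lower and 2 higher of 18, 12 and 3 adjusted over the list alone, and adjusted p = 0.570 with an estimated correlation. E2F1 was at -2.16 and the inhibitor CDKN2C at -1.72. The oestrogen-repressed list was higher (0.55, adjusted p = 0.00455; 3 of 10, 3 adjusted over the list alone, TGFB2 0.90 and CITED2 0.78), at adjusted p = 0.476 with an estimated correlation. Cholesterol synthesis was lower (-0.15, adjusted p = 0.0194; 3 of 22, 4 adjusted over the list alone, ACAT2 -1.12, EBP -0.83, INSIG1 -0.66), at adjusted p = 0.692 with an estimated correlation. That list lost the call without day 4 (median -0.13) and without day 26 (-0.0562), and the luminal list passed without day 4 (median 0.27). The oestrogen-induced list did not pass (adjusted p = 0.130).

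**Figure D1:**
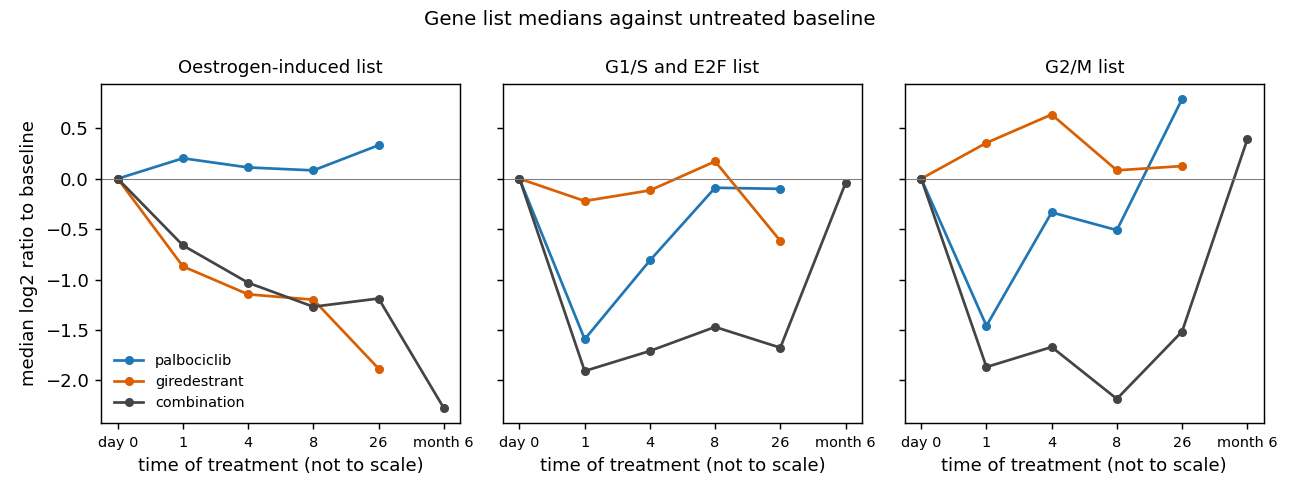
Median log2 ratio to baseline (y axis) of the oestrogen-induced, G1/S and E2F, and G2/M lists against time (x axis, not to scale) for palbociclib, giredestrant and the combination. At day 26 the oestrogen-induced median was 0.33 under palbociclib, -1.88 under giredestrant and -1.19 under the combination.

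After 8 days of palbociclib IVL and CDK6 were high, and TFF1 and MKI67 were low. Involucrin, IVL, rose by a log2 fold change of 5.78 (SE 0.20, adjusted p = 1.0e-09; 51.1 ± 10.1 against 0.927 CPM, n = 2 libraries per group). CDK6, a target of the drug, rose by 2.77 (adjusted p = 1.6e-09) and CCND1 by 1.41 (adjusted p = 1.1e-07; 421 ± 19.6 against 158 ± 8.82 CPM). Also raised were AC008703.1 (2.89), VTCN1 (2.72; 94.4 against 14.4 CPM), the prolactin-induced protein gene PIP (2.68), Z93403.1 (2.48), ID1 (2.30), SMTN (2.09), BCAS1 (2.01), S100A9 (1.97) and ANXA3 (1.96). TFF1 fell to 8.42 ± 2.01 CPM from 157 ± 17.6 (log2 fold change -4.22, adjusted p = 1.8e-09). Next came S100P (-2.99), SELENBP1 (-1.98), AGR2 (-1.78), securin, PTTG1 (-1.74), TFF3 (-1.73), AGER (-1.56), HIST1H4C (-1.5), PIR (-1.45) and CCNO (-1.40). MKI67 was at -1.03 (adjusted p = 5.6e-05; 36.4 ± 7.83 against 74.6 CPM) and TOP2A at -0.48 (adjusted p = 0.000625; 143 against 199 CPM). Unlike TFF1, PGR was higher (0.32, adjusted p = 0.00248; 335 against 268 CPM). CDKN1A, the p21 inhibitor, was at 0.32 (adjusted p = 0.0217), a call not kept without baseline library b (adjusted p = 0.141), palbociclib library a (0.0501) or palbociclib library b (0.118) or at the 40% limit (0.0949). ESR1 (-0.06), GREB1 (0.12), CCNE2 (-0.05) and RB1 (-0.10) did not pass, but CCNE2 did at the 40% limit (-0.29, adjusted p = 0.00471). The counts were 5059 higher and 4703 lower of 19839 genes, 1033 and 845 by at least 2-fold. All 20 genes ranked by fold kept their calls in this and the other day 8 comparisons when any single library was left out. These day 8 p-values measure only the spread between libraries sharing 1 sample name, which may be technical. Those over days measure the spread of the treatment difference over 4 harvests. No untreated culture was sampled after baseline, so comparisons with it did not separate drug from time.

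Cholesterol synthesis genes were lower at day 8 of palbociclib, with a median of -0.65 (adjusted p = 1.5e-12; 18 of 22 genes lower and 1 higher, the same adjusted over the list alone) and adjusted p = 0.0569 with an estimated correlation. Its largest changes were INSIG1 (-1.84), STARD4 (-1.60), mevalonate kinase MVK (-1.23) and MSMO1 (-1.19). The G2/M list fell (median -0.50, adjusted p = 6.3e-10; 21 of 28 lower, 21 adjusted over the list alone), at adjusted p = 0.321 with an estimated correlation. KIF20A was at -1.63, PLK1 at -1.27, BIRC5 at -1.13 and NUSAP1 at -1.07. G1/S and E2F genes were split, 12 lower and 4 higher of 29 (13 and 4 adjusted over the list alone; median -0.06, adjusted p = 0.0377, and adjusted p = 0.668 with an estimated correlation). TK1 was at -0.81, and the call was lost without baseline library a (median -0.0686) or palbociclib library a (-0.0348). Oestrogen-repressed genes rose (0.86, adjusted p = 4.9e-06; 8 of 10, 8 adjusted over the list alone), with CITED2 at 0.87 and CCNG2 at 0.84. Androgen-response genes rose (0.84, adjusted p = 3.8e-05; 5 of 8, 5 adjusted over the list alone), both lists being at adjusted p = 0.110 with an estimated correlation. The heat-shock stress list (0.51, adjusted p = 0.000186; 8 of 10, 8 adjusted over the list alone), with HSPB1 at 1.76 and HSPH1 at 0.84, gave adjusted p = 0.264 with an estimated correlation. The hypoxia list (0.23, adjusted p = 0.00240; 6 higher and 2 lower of 14, the same adjusted over the list alone), with EGLN3 at 1.39 and P4HA1 at 0.77, gave adjusted p = 0.189 with an estimated correlation. In the antigen presentation list (0.44, adjusted p = 0.0407) 7 genes were higher and 1 lower of 12, the same adjusted over the list alone, with HLA-E at 0.78, and adjusted p = 0.367 with an estimated correlation. The oestrogen-induced list did not pass, with 12 genes higher and 9 lower of 28, a median of 0.11 and a mean of -0.17. Left-out libraries also brought lists past the criterion, medians in brackets: CDK and RB machinery without palbociclib library a (0.19), mitochondrially encoded genes without baseline library b (0.29), and senescence secretory genes without palbociclib library b (0.70), giredestrant library a (0.70) or b (0.70) or combination library a (0.69).

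At day 8 of giredestrant TFF1, SERPINA6 and PGR were far below baseline. TFF1 fell to 0.532 ± 0.197 CPM from 157 ± 17.6 (log2 fold change -8.17, SE 0.23, adjusted p = 9.0e-11; n = 2 libraries per group). SERPINA6 fell to 5.77 from 317 CPM (-5.78, adjusted p = 1.6e-12) and PGR to 19.5 ± 0.268 from 268 ± 4.23 CPM (-3.78, adjusted p = 6.6e-12). TFF3 (-5.21), STC2 (-2.55), SERPINA1 (-2.54), BPIFC (-2.39), RERG (-2.38), AC090971.3 (-2.29) and the disulfide isomerase AGR2 (-2.28) fell too. So did GREB1 (-1.11, adjusted p = 2.1e-07) and CCND1 (-0.39, adjusted p = 0.00381). EGLN3 rose by 3.68 (adjusted p = 7.7e-12; 85.0 against 6.63 CPM), ahead of KRT223P (3.63), AC008703.1 (3.51), Z93403.1 (3.11), PIP (3.0), VTCN1 (2.75), S100A9 (2.63), BCAS1 (2.47), DCAF11 (2.31) and ANXA3 (2.28). CDK6 (1.66, adjusted p = 1.1e-07), CDKN1A (0.73, adjusted p = 0.000116) and CCNE2 (0.60, adjusted p = 7.5e-05) rose as well. MKI67 (0.18, adjusted p = 0.331), TOP2A (0.09, adjusted p = 0.471), ESR1 (-0.23, adjusted p = 0.223) and RB1 (0.06) did not pass. With the mitochondrial limit at 40%, MKI67 was at -0.39 (adjusted p = 0.0114) and TOP2A at -0.50 (adjusted p = 7.3e-05). The direction for dividing-cell genes in this comparison thus depended on the cell criterion. In all 4032 genes were higher and 3282 lower, 840 and 697 by at least 2-fold, and without giredestrant library a 2123 were lower.

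The oestrogen-induced list fell by a median of -1.19 (adjusted p = 1.0e-74, and adjusted p = 0.000622 with an estimated correlation), with 24 of 28 genes lower and 2 higher, the same adjusted over the list alone, and CXCL12 at -6.75. Oestrogen-repressed genes rose (0.92, adjusted p = 1.8e-12; 9 of 10, CCNG2 1.04, ERBB2 0.79, CITED2 0.69). The hypoxia list rose (0.52, adjusted p = 1.4e-11; 9 higher and 1 lower of 14), led by NDRG1 at 3.87 together with EGLN3, the histone demethylase KDM3A at 0.95 and P4HA1 at 0.71. Cholesterol synthesis fell (-0.44, adjusted p = 3.9e-10; 17 lower and 1 higher of 22, 19 and 1 adjusted over the list alone), with INSIG1 at -1.34, the rate-limiting epoxidase SQLE at -1.25 and FDFT1 at -0.96. These 3 lists had adjusted p = 0.0270 with an estimated correlation, and the androgen-response list (0.82, adjusted p = 5.1e-06; 5 higher and 1 lower of 8) had adjusted p = 0.0362 with an estimated correlation. MAPK feedback genes fell (-0.22, adjusted p = 0.00176; 5 lower and 2 higher of 14), with DUSP4 at -2.62, PHLDA1 at -1.39 and IER3 at -0.39, at adjusted p = 0.0745 with an estimated correlation. The G1/S and E2F list (median 0.22, adjusted p = 0.130; 13 higher and 2 lower of 29) and the G2/M list (0.12, adjusted p = 0.263; 8 higher and 3 lower of 28) did not pass, and at the 40% limit the G2/M list was lower (-0.28, adjusted p = 0.000468). Apart from cholesterol synthesis the member counts of these lists were the same adjusted over the list alone. Lists that passed without a library, with medians, were CDK and RB machinery (baseline library a 0.24, giredestrant library a 0.26), luminal (0.0294 and 0.11 for the same libraries), ATF4 and unfolded-protein response (baseline library b -0.31, giredestrant library b -0.29), mitochondrially encoded (baseline library b 0.27) and senescence secretory genes (giredestrant library a 0.40, library b 0.37).

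At day 8 of the combination TFF1, PGR, MKI67 and TOP2A were all far below baseline. TFF1 stood at 0.95 ± 0.345 CPM (log2 fold change -7.35, SE 0.20, adjusted p = 1.9e-11). MKI67 stood at 2.46 ± 0.723 against 74.6 ± 0.482 CPM (-4.93, adjusted p = 1.3e-10; n = 2 libraries per group), TOP2A at 14.6 against 199 CPM (-3.77) and PGR at 36.8 against 268 CPM (-2.86, adjusted p = 1.9e-11). Of genes with at least 50 CPM, the other lowest were MYBL2 (-4.97), SERPINA6 (-4.90), PCLAF (-4.53), TFF3 (-4.31), NUSAP1 (-4.25), PTTG1 (-4.11), BIRC5 (-4.07) and FAM111B (-4.00), and CCNE2 fell by 3.13. ESR1 fell from 6.15 to 2.30 CPM (-1.42, adjusted p = 3.5e-06) and GREB1 by 1.45. The genes most raised were AC008703.1 (5.65), Z93403.1 (5.10), EGLN3 (4.42, adjusted p = 1.9e-12; 141 against 6.63 CPM), VTCN1 (4.30), the adhesion molecule L1CAM (3.54), BCAS1 (3.50), AP000781.1 (3.29), ANXA3 (3.28), the syndecan SDC2 (3.19) and PIP (3.12). CDK6 rose to 17.6 from 2.29 CPM (2.94) and CCND1 by 0.88 (adjusted p = 2.0e-06). RB1 (-0.17, adjusted p = 0.0875) and CDKN1A (0.11) did not pass, though without baseline library a RB1 (-0.25, adjusted p = 0.0179) and CDKN1A (0.25, adjusted p = 0.0499) did. This was the largest response at day 8, with 5458 genes higher and 5309 lower, 1563 and 1558 by at least 2-fold.

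As groups, G2/M genes fell by a median of -2.22 (adjusted p = 2.6e-67; 27 of 28, 27 adjusted over the list alone), with AURKB at -5.10, PLK1 at -4.77 and KIF20A at -4.76. G1/S and E2F genes fell by -1.5 (adjusted p = 8.7e-38; 28 of 29, all 29 adjusted over the list alone), with TK1 at -3.06, CDC45 at -2.79 and CDT1 at -2.73. The oestrogen-induced list fell by -1.36 (adjusted p = 8.4e-30; 21 lower and 2 higher of 28, 21 and 3 adjusted over the list alone), with CXCL12 at -7.03 and OLFM1 at -3.70. Oestrogen-repressed genes rose by 1.57 (adjusted p = 9.8e-13; 9 of 10), with TGFB2 at 2.65, CCNG2 at 1.83 and CITED2 at 1.65. Cholesterol synthesis fell again (-0.65, adjusted p = 1.5e-07; 19 lower and 1 higher of 22), with INSIG1 at -2.21, ACAT2 at -1.59 and EBP at -1.36. Hypoxia genes rose (0.40, adjusted p = 1.8e-05; 9 higher and 2 lower of 14, 9 and 3 adjusted over the list alone), with NDRG1 at 4.19. With an estimated correlation these 6 lists also passed, the highest being adjusted p = 0.0483 for hypoxia. The luminal list rose (0.32, adjusted p = 0.00762; 7 higher and 3 lower of 14), with ELF3 at 2.34 and the keratins KRT8 at 1.38, KRT18 at 1.20 and KRT19 at 0.93. The CDK and RB machinery list fell (-0.35, adjusted p = 0.0266; 11 lower and 4 higher of 18), with CDKN2C at -1.71 and E2F1 at -1.55, both lists being at adjusted p = 0.322 with an estimated correlation. The androgen-response list rose (1.11, adjusted p = 0.000953; 5 higher and 2 lower of 8), with the glucocorticoid-responsive FKBP5 at -1.03, at adjusted p = 0.0821 with an estimated correlation. For the oestrogen-repressed, cholesterol synthesis, luminal, CDK and RB machinery and androgen-response lists the member counts were the same adjusted over the list alone. The senescence secretory list (median -0.39, mean 0.95, tested direction up) and the mesenchymal list (median -0.12, mean 0.78, up) differed in sign between summaries and did not pass. The former passed without giredestrant library a (median -0.39) or b (-0.39), heat-shock stress passed without baseline library a (median 0.34), and ATF4 and unfolded-protein response without baseline library b (median -0.25).

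**Figure D2:**
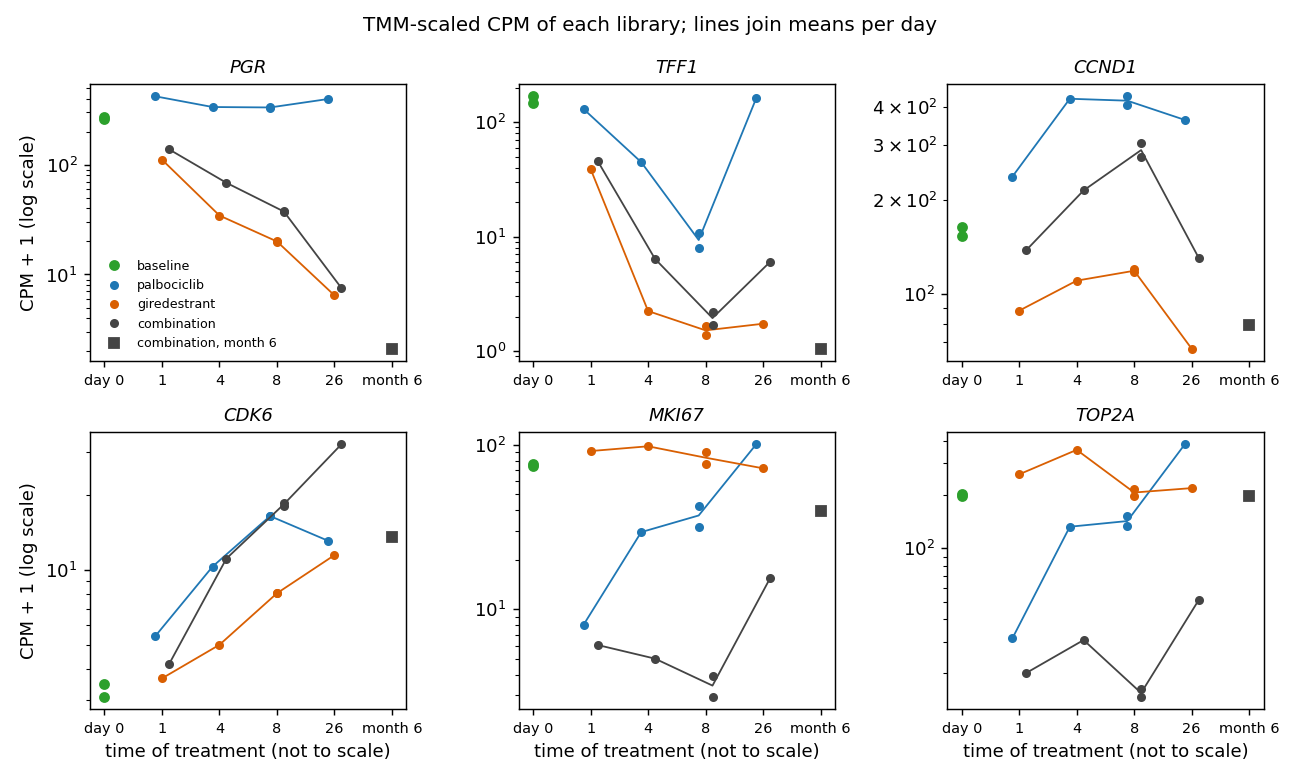
TMM-scaled CPM plus 1 (y axis, log scale) of PGR, TFF1, CCND1, CDK6, MKI67 and TOP2A against time (x axis, not to scale) for palbociclib, giredestrant and the combination, each point a library and the square the month 6 sample. MKI67 at day 8 of the combination was 2.46 CPM on average.

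Measured against the sum of the single-drug log changes at day 8, replication and mitosis genes under the combination lay far below additivity. HIST1H1D was observed at 1.33 CPM against an additive expectation of 67.2 (log2 departure -5.67, SE 0.21, adjusted p = 2.4e-09). FAM111B was observed at 5.82 against 154 (-4.74, adjusted p = 4.5e-09), MKI67 at 2.46 against 40.8 (-4.08, adjusted p = 6.3e-08) and TOP2A at 14.6 against 151 (-3.38, adjusted p = 3.4e-09). NUSAP1 (-3.65), PCLAF (-3.51), MYBL2 (-3.35), CEP55 (-3.24), CDK1 (-3.09) and CCNE2 (-3.68) behaved alike, and IVL was at -3.81. Departures above additivity included TFF3 (2.63; 47.5 against 7.10 CPM), S100P (2.24), ZBED5-AS1 (1.81), S100A4 (1.78), AGR2 (1.71), SYT6 (1.49), MSMO1 (1.45) and PIR (1.43). TFF1 gave the highest value, 5.04 (SE 0.40), but expectation (0 CPM) and observation (0.95 CPM) were both near 0. ESR1 lay below the additive expectation (-1.13, adjusted p = 0.00174; 2.30 against 4.99 CPM). So did GREB1 (-0.45, adjusted p = 0.00820), CDK6 (-1.5, adjusted p = 6.4e-06) and CDKN1A (-0.94, adjusted p = 0.000516). PGR exceeded it (0.59, adjusted p = 0.00146). CCND1 (-0.14) and RB1 (-0.13) did not pass. In total 1932 genes departed upwards and 3033 downwards, 440 and 933 by at least 2-fold. The upward count dropped to 1205 without palbociclib library a, 1140 without palbociclib library b and 1283 without giredestrant library b.

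G2/M genes departed by a median of -2.03 (adjusted p = 5.5e-100; 27 of 28, 27 adjusted over the list alone) and G1/S and E2F genes by -1.52 (adjusted p = 2.2e-70; 27 lower and 1 higher of 29, 28 and 1 adjusted over the list alone), each at adjusted p = 0.0325 with an estimated correlation. The CDK and RB machinery list departed by -0.65 (adjusted p = 2.0e-13; 11 of 18 lower, 13 lower and 1 higher adjusted over the list alone), and cholesterol synthesis upwards by 0.45 (adjusted p = 1.6e-08; 11 higher and 1 lower of 22, 15 and 1 adjusted over the list alone), with STARD4 at 1.68 and SQLE at 1.10, each at adjusted p = 0.0363 with an estimated correlation. Hypoxia (-0.49, adjusted p = 0.000949; 8 of 14 lower, 8 adjusted over the list alone, NDRG1 at -1.84) and androgen response (-0.78, adjusted p = 5.4e-05; 6 of 8 lower, 6 lower and 1 higher adjusted over the list alone, PIP at -2.55) gave adjusted p = 0.111 and adjusted p = 0.0597 with an estimated correlation. Heat-shock stress (-0.38, adjusted p = 0.0445; 5 lower and 1 higher of 10, 7 and 1 adjusted over the list alone, HSPH1 at -0.74) gave adjusted p = 0.441 with an estimated correlation and lost the call without baseline library b (median -0.36), palbociclib library a (-0.38) or b (-0.42), or giredestrant library b (-0.30). The oestrogen-induced list did not pass, with a median of -0.0569, a mean of 0.28 and the tested direction up. It passed without baseline library b (adjusted p = 0.0245, median -0.0772), palbociclib library b (0.0478, median 0.00231) or combination library a (0.0350, median 0.0288). By median, interferon response passed without palbociclib library b (-0.63), mitochondrially encoded genes without baseline library b (-0.30) or combination library a (-0.28), and senescence secretory genes without baseline library b (-0.90), palbociclib library b (-0.84), giredestrant library a (-0.96) or combination library a (-0.69).

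Of the 20 lists, 6, 6 and 5 passed with the preset correlation in giredestrant against palbociclib, the combination against palbociclib and the combination against giredestrant, and 8, 6, 9 and 7 in palbociclib, giredestrant and combination at day 8 and in the departure from additivity. With an estimated correlation the numbers were 1, 0, 0, 0, 5, 6 and 4. The lists for p53 targets (lowest adjusted p 0.171), interferon response (0.334), ATF4 and unfolded-protein response (0.0659), basal genes (0.210), receptor kinases (0.539), senescence secretory genes (0.0511) and mitochondrially encoded genes (0.0553) passed in none of the 7 comparisons with the preset correlation. The limit on mitochondrial UMIs caps the last list, which passed in all 4 comparisons of day 8 at 40% (highest adjusted p 0.0340).

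Conditions other than baseline and day 8 had 1 library each, so their time course is given as ratios to baseline without a test. At day 1 the cell-cycle lists separated the palbociclib-containing arms from giredestrant. The G2/M median was -1.46 under palbociclib and -1.87 under the combination but 0.36 under giredestrant, and the G1/S and E2F median -1.59, -1.91 and -0.22. MKI67 stood at 7.01 CPM under palbociclib and 5.06 under the combination against 73.5 at baseline. By 1 day of giredestrant PGR was at 111 against 264 CPM, SERPINA6 at 52.1 against 312, TFF1 at a log2 ratio of -1.99, STC2 at -1.55 and CXCL12 at -3.99. The G2/M median under palbociclib then climbed to -0.33 at day 4 and 0.79 at day 26 (0.45 within clone 1), stayed at -1.67 and -1.52 under the combination, and was 0.64 and 0.13 under giredestrant, the last -0.21 without a filter on cells and -0.29 within clone 1. The G1/S and E2F median under palbociclib was -0.81 at day 4 and -0.10 at day 26 (-0.21 within clone 1). The oestrogen-induced median under palbociclib was 0.20 at day 1, 0.11 at day 4 and 0.33 at day 26. This was above 99.96%, 80.3% and 100% of random lists of like expression. The day 4 value was -0.14 with total-count scaling, and summed counts of the list were below baseline in 14 of 16 clones at day 1, in all 16 at days 4 and 8 (medians -0.46 and -0.88) and in 6 of 14 at day 26 (0.13). Under giredestrant the median went from -0.87 to -1.15 and -1.88, and under the combination from -0.66 to -1.03 and -1.19. At day 4, cholesterol synthesis medians were above baseline in every arm, at 0.60 for palbociclib, 0.69 for giredestrant and 0.41 for the combination, with MSMO1 at 1.18, 1.31 and 1.07, the reverse of day 8, and with total-count scaling 0.34, 0.63 and 0.26.

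By day 26 the 3 arms had diverged. Under palbociclib MKI67 was at 99 CPM and TOP2A at 382 against 73.5 and 196 at baseline (within clone 1, 104 against 95.9 and 383 against 298 CPM), CCNB1 was at a log2 ratio of 1.28, PGR at 395 CPM, CCND1 at 360 against 156 CPM and CDK6 at 2.01. PIP (3.46) and AZGP1 (3.1) were high, and S100P (-3.45) and CACNA2D4 (-2.67) were low. Under giredestrant PGR stood at 5.51 CPM, SERPINA6 at 0.797 against 312 CPM, TFF1 at -6.48, STC2 at -5.84 and TFF3 at -4.14, CCND1 at -1.22 and ESR1 at -0.70, while CHST1 (5.64), PIP (5.40) and EGLN3 (4.21) were high. Under the combination PSCA reached 571 CPM against 0.616, with AQP3 (6.37), CHST1 (5.99), PIP (5.83), EGLN3 (317 against 6.53 CPM) and IVL (4.75). PGR (-5.13), SERPINA6 (-6.12), TFF3 (-5.51), TFF1 (-4.69), MKI67 (14.4 CPM, -2.27) and ESR1 (-1.10) stayed low and CDK6 was at 31.2 CPM (3.30).

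At month 6 the cell-cycle lists were higher than at day 26 while the oestrogen-induced list stayed low. Against the combination at day 26 the G2/M median was 1.73 and the G1/S and E2F median 1.70, with AURKB at 3.63, CDT1 at 3.09, MKI67 at 1.36 and TOP2A at 1.93. Against baseline these medians were 0.39 and -0.04 (0.0885 and -0.24 within clone 1), while MKI67 was at 38.6 against 73.5 CPM (-1.25 within clone 1). The oestrogen-induced median was -2.27 against baseline and -0.47 against day 26. PGR was at 1.10 CPM against 264 at baseline (-6.98), TFF1 at 4 UMIs or 0.0480 CPM against 154 (-7.21), AGR3 at 0.0599 against 255 CPM (-7.92), SERPINA6 at -7.90, AGR2 at -6.48 and TFF3 at -5.96. ESR1 (-1.62), GREB1 (-2.03) and RB1 (-0.64; 34.0 against 53.5 CPM) were also low, and so were the luminal transcription factors XBP1 (-2.83; 113 against 807 CPM) and GATA3 (-1.98; 198 against 783 CPM), within a luminal median of -0.73, while ELF3 (1.71) and TFAP2B (5.79) were high. CDK6 was at 12.6 against 2.26 CPM (2.06). Interferon-response genes stood at a median of 1.10 against baseline and 2.64 against day 26, with IFI6 at 5.49, IFI27 at 5.22, ISG15 at 4.89 and MX1 at 4.47 over baseline, and antigen presentation at 0.92 and 1.05, with PSMB9 at 1.83 and HLA-E at 1.63. The DNA repair enzyme gene TDP1 reached 1401 against 21.6 CPM (5.96), and VCX (6.77), ACTL8 (6.13) and PPARG (5.73) were among the highest. Compared with day 26, LDHB (6.57; 103 against 0.0859 CPM) and GAL (6.53) were high, and ADD3 (-6.39), PIP (-5.29) and FOXA1 (-1.32) were low.

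The share of cells with at least 3 UMIs of G2/M genes at equal depth was 56.6% at baseline (95% interval 55.5 to 57.7). Under the combination it was 34.2%, 41.9%, 36.2% and 25.7% (24.2 to 27.3) on days 1, 4, 8 and 26, and 90.2% (89.4 to 90.9) at month 6, where 3748 of 9304 cells were left out as shallow, against 69 of 7953 at baseline. Under palbociclib it was 42.7% (41.1 to 44.3) at day 1, 67.8% at day 4, 60.8% at day 8 and 80.9% (79.8 to 82) at day 26, and under giredestrant 65.2%, 59.9%, 52.9% and 55.4%. On days 4 and 8 the palbociclib share was above baseline although MKI67 and the G2/M median were below it. At day 8 that turned with at least 5 UMIs (38.3% against 39.9%) and at 3000 UMIs (41.8% against 43.4%). Without thinning the share was 89.9% at baseline and 88.9% at month 6. These intervals, like those of the lineage shares, cover counting error only.

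Lineage composition narrowed under every long treatment. Without an untreated culture, drug and time were not separated. At baseline clone 1 had a G2/M median of 0.45 against other clones. At month 6, where 5417 of 9304 cells were assigned, clone 1 made up 99.9% of these (95% interval 99.8 to 100) against 15.9% (15.0 to 16.8) at baseline. Of the 36 compared clones 35 were depleted, clone 4 with 0 of 5417 cells, which allows at most 0.0554%. Palbociclib at day 26 had enriched 3 clones, clone 1 at 59.9% (58.4 to 61.4), clone 13 at 4.86% against 1.75% and clone 16 at 4.06% against 1.40%, together 68.8% of cells against 19.1% at baseline, with 29 clones depleted. Giredestrant at day 26 had enriched clones 4 (32.7%, 29.9 to 35.6, against 7.73%) and 6 (14.5% against 4.24%), with 14 depleted (9 with only cells of 1 barcode), and clone 1 made up 22.7%. Under the combination at day 26 no clone was enriched and 9 were depleted (5 with only cells of 1 barcode), with clone 1 at 29% (27 to 31). Against baseline library a or b alone, 19 or 16 were depleted under palbociclib at day 26, 3 or 5 under the combination and 23 or 20 at month 6. The effective number of clones was 24.5 at baseline, 4.80 under palbociclib, 9.12 under giredestrant and 15.4 under the combination at day 26, and 1.01 at month 6. Clone changes under palbociclib and giredestrant at day 26 were correlated over 36 clones (Pearson r = 0.478, permutation p = 0.00335, adjusted p = 0.0101; Spearman rho = 0.462, adjusted p = 0.0144; r = 0.503 without the 2 farthest clones; 3 relations examined). The shared baseline gave a simulated covariance of 0.042 against 1.59, and r was 0.454 and 0.475 with separate baseline libraries. Palbociclib and the combination (r = 0.130, adjusted p = 0.451, rho = 0.179; 0.0768 without the 2 farthest) and giredestrant and the combination (r = 0.226, adjusted p = 0.274, rho = 0.122; 0.151 without the 2 farthest) were not correlated past the threshold.

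**Figure D3:**
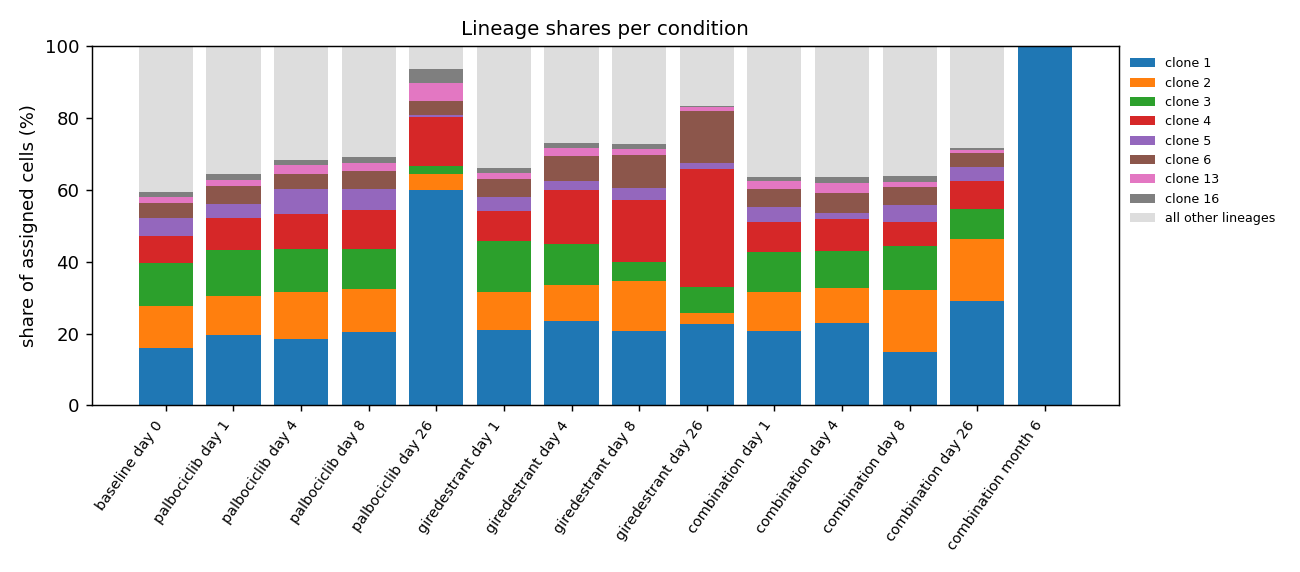
Share of assigned cells in percent (y axis) held by clones 1, 2, 3, 4, 5, 6, 13 and 16 and by all other lineages in each of the 14 conditions (x axis). Clone 1 held 15.9% at baseline and 99.9% at month 6.

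At baseline the 3 clones later enriched under palbociclib differed from the 29 depleted clones in 4 of 10412 genes, all with a higher mean. They were the inward-rectifier potassium channel KCNJ2 (log2 fold change 4.54, adjusted p = 0.00700; 30.7 ± 26.3 against 0.785 CPM), C6orf141 (3.07, adjusted p = 0.000751; 78.4 against 10.2 CPM), the methionine adenosyltransferase MAT2A (1.35, adjusted p = 0.00744; 88.8 ± 58.1 against 32.7 CPM) and NBPF10 (1.05, adjusted p = 0.0182). Of the depleted clones 5, 3, 27 and 13 reached the lowest enriched clone, in turn. PGR did not pass (0.69, adjusted p = 0.549). No gene was lower by edgeR, with 830 genes at an unadjusted p under 0.05, and DESeq2 called 14 higher and 6 lower and none of the 4. Without clone 1 the test called 135 higher and 99 lower, without clone 16 it called 1 and without clone 13 it called 0 (402 at an unadjusted p under 0.05). The other arms had too few enriched clones for this test.

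Genes of other cell types were sought in the 62315 kept cells. LYZ was found in 11 cells, MS4A1 in 14, TYROBP in 15, PDGFRB in 11 and KDR in 0, whereas COL1A2 was found in 43.4% of cells, from 13.4% to 76.8% between libraries, and CD79A in 20.9%. COL1A1 (11.2%), COL3A1 (7.14%), DCN (5.16%), LUM (4.36%), PTPRC (3.28%) and HBA1 (3.20%) were between these.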

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

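The tests below of lineage composition, of clone 1 at baseline, of shallow cells, of the mitochondrial limit and of splits of the clones or within days were chosen only after the results were seen, while the 35 splits of the treated conditions were planned.

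These values stood out because the combination at day 8 differed from the sum of the single-drug changes: 1932 genes above and 3033 below the additive expectation, with ESR1 at -1.13, GREB1 at -0.45, CCNE2 at -3.68, CDK6 at -1.5, CDKN1A at -0.94, MKI67 at -4.08 and TOP2A at -3.38 below it and PGR at 0.59 and TFF1 at 5.04 above. The TFF1 value has no firm size, since its additive expectation was 0 CPM. A further value came from a barcode set on which no result had been reported: 15 barcode entries belonged to lineage library A.

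The G2/M list departed downwards from additivity at day 8 by a median of -2.03. A shift in lineage composition would require the departure to fade within single clones, but its median over 16 clones was -1.55, and 15 of them lay below 0, from -2.85 to 1.13. The mitochondrial limit, which removed unequal shares of cells between treatments, would require the departure to fade when relaxed, but at 40% the median was -1.43. The departure may therefore be smaller than the main value, and neither explanation accounts for it. Loss of dividing cells before harvest and arrest of living cells could each give it, and these were not told apart.

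The oestrogen-induced list stood at -2.27 against baseline at month 6, when clone 1 made up 99.9% of assigned cells. Outgrowth of a lineage already low in these genes would require clone 1 to be low at baseline, but its list median against the other clones there was 0.20. Shallow cells would require the value to fade among deep ones, but among cells with at least 5000 UMIs it was -2.25. Within clone 1 the median was -2.32, so the low level was reached inside that lineage. Selection of a subclone and a change within its cells remain open.

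Counts of called genes were set against other splits of the same samples. Over days the fit blocks on day, so only the 8 splits that exchange arms within days are alike, too few for a share under 0.05. The real split called 3860, 2993 and 2629 genes in the comparisons over days, in the order used above. The others called at most 0, so 1 split gave as many each time. The plan had counted all 35 splits, which also exchange days. For the clones later enriched under palbociclib, 8 of 100 splits called at least the 4 genes of the real grouping and the highest called 25, so chance cannot be excluded for KCNJ2, C6orf141, MAT2A and NBPF10.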

How the results depend on the processing

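Of the values under alternatives of results that answer a comparison, 1677 kept their direction, side of the threshold or size, 248 moved, 89 crossed to the called side and 50 to the other. Of those of single named genes or list members 9311 kept it, 613 moved, 124 crossed to the called side, 790 to the other and 11 reversed. The 40% mitochondrial limit, clone 1 alone, deep cells, and lists or clone tests with a part left out were chosen after seeing the data. The rest were planned before the data were examined. Changed values follow, with E2F for the G1/S and E2F list, CDK for CDK and RB machinery and ATF4 for ATF4 and unfolded-protein response. Where an alternative leaves out samples or arms, its own construction leaves fewer residual degrees of freedom, and for the others the cause was not tested. Depth limits genes of low counts, such as TFF1 with 4 UMIs at month 6. Without the day block the genes called higher and lower over days numbered 120 and 263 for giredestrant against palbociclib, 196 and 375 for the combination against palbociclib and 72 and 515 for the combination against giredestrant. With only the arms compared they numbered 912 and 1231, 300 and 500, and 1524 and 1638 in turn. For the combination against giredestrant they numbered 506 and 775 without a filter on cells, 521 and 770 at the 40% limit and 619 and 847 in clone 1 alone. Over days, at day 8 and in the departure from additivity DESeq2 called 4674, 4133, 3344, 8163, 6120, 9344 and 4126 genes. Leaving out days or libraries gave gene counts of 90 to 1578 higher and 218 to 1677 lower (giredestrant against palbociclib), 7 to 1664 higher and 56 to 2128 lower (the combination against palbociclib), 0 to 1020 higher and 0 to 1448 lower (the combination against giredestrant), 2123 to 3586 lower (giredestrant at day 8) and 1140 to 2315 higher (the departure from additivity). Under giredestrant at day 8 the direction turned without a filter on cells for GDF15 (-0.38). With no filter and the 40% limit it turned for MKI67 (-0.42, -0.39), TOP2A (-0.52, -0.50), NUSAP1 (-0.11, -0.0914) and BUB1B (-0.0596, -0.0391). In the departure from additivity PSAT1 turned to 0.0258 without a filter on cells and 0.0177 at 40%.

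A pseudocount of 5 CPM moved untested list medians. Oestrogen-induced became 0.15 and 0.28 (palbociclib days 1 and 26), -0.77, -1.0 and -1.65 (giredestrant days 1, 4 and 26), -0.60, -0.95 and -1.04 (combination days 1, 4 and 26) and -1.74 (month 6). E2F became -1.37 (palbociclib day 1) and -1.58 (combination day 1). G2/M became -1.25, -0.21 and 0.68 (palbociclib days 1, 4 and 26) and -1.53, -1.5 and -1.36 (combination days 1, 4 and 26). Cholesterol became 0.56 (palbociclib day 4), 0.58 (giredestrant day 4) and 0.37 (combination day 4). Month 6 against baseline became 0.95 (interferon) and 0.73 (antigen presentation). Month 6 against day 26 became -0.38 (oestrogen-induced), 1.42 (E2F), 1.53 (G2/M), 2.03 (interferon) and 0.91 (antigen presentation). Total-count scaling moved these medians. Oestrogen-induced became 0.11, -0.14 and 0.29 (palbociclib days 1, 4 and 26), -0.79, -1.22 and -1.66 (giredestrant days 1, 4 and 26), -0.76, -1.18 and -1.15 (combination days 1, 4 and 26) and -2.42 (month 6). E2F became -1.69 (palbociclib day 1), -0.14 (giredestrant day 1), -2.0 (combination day 1) and -0.20 (month 6). G2/M became -1.55 and -0.59 (palbociclib days 1 and 4), 0.35 (giredestrant day 26), -1.97 and -1.82 (combination days 1 and 4) and 0.23 (month 6). Cholesterol became 0.34 (palbociclib day 4), 0.63 (giredestrant day 4) and 0.26 (combination day 4). Month 6 against baseline became 0.94 (interferon), 0.77 (antigen presentation) and -0.89 (luminal). Month 6 against day 26 became -0.65 (oestrogen-induced), 1.52 (E2F), 1.55 (G2/M), 2.44 (interferon), 0.85 (antigen presentation) and -0.95 (luminal). The mean over cells of CPM moved these medians. Oestrogen-induced became -0.14 and 0.27 (palbociclib days 4 and 26), -0.77, -1.23 and -1.63 (giredestrant days 1, 4 and 26), -0.74, -1.19 and -1.10 (combination days 1, 4 and 26) and -2.55 (month 6). E2F became -1.66 (palbociclib day 1) and -0.15 (giredestrant day 1). G2/M became -0.55 (palbociclib day 4), 0.42 (giredestrant day 26) and -1.60 (combination day 26). Cholesterol became 0.36 (palbociclib day 4), 0.65 (giredestrant day 4) and 0.27 (combination day 4). Month 6 against baseline became 0.81 (antigen presentation) and -0.80 (luminal). Month 6 against day 26 became -0.63 (oestrogen-induced), 1.54 (E2F), 2.51 (interferon), 0.89 (antigen presentation) and -0.90 (luminal). No filter on cells moved these medians. Oestrogen-induced became 0.0307 (palbociclib day 4), -1.20 (giredestrant day 4) and -1.07 (combination day 4). G2/M became -0.43 (palbociclib day 4), 0.18 and -0.21 (giredestrant days 4 and 26) and -1.61 (combination day 26). Cholesterol became 0.49 (palbociclib day 4) and 0.35 (combination day 4). Month 6 against day 26 became -0.40 (oestrogen-induced), 1.82 (G2/M), 2.75 (interferon) and 1.11 (antigen presentation). Taking only clone 1 moved these medians. Month 6 against baseline became -2.32 (oestrogen-induced), -0.24 (E2F), 0.0885 (G2/M), 1.27 (interferon) and 1.06 (antigen presentation). Month 6 against day 26 became -0.54 (oestrogen-induced), 1.51 (E2F) and 1.38 (G2/M). Taking only cells of at least 5000 UMIs moved these medians. Month 6 against baseline became 0.85 (antigen presentation) and -0.79 (luminal). Month 6 against day 26 became -0.50 (oestrogen-induced). With a single library of baseline, oestrogen-induced medians ranged 0.15 to 0.22 (palbociclib day 1), -0.91 to -0.85 (giredestrant day 1), -0.70 to -0.66 (combination day 1), 0.0277 to 0.25 (palbociclib day 4), 0.34 to 0.40 (palbociclib day 26), -1.99 to -1.86 (giredestrant day 26) and -1.26 to -1.15 (combination day 26). Month 6 medians then ranged 0.94 to 1.23 (interferon), 0.82 to 0.91 (antigen presentation) and -0.79 to -0.69 (luminal).

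With an estimated correlation some lists no longer passed, by adjusted p. Oestrogen-repressed (0.647), E2F (0.744), G2/M (0.744), mesenchymal (0.453) and MAPK feedback (0.153) did so in giredestrant against palbociclib. Oestrogen-induced (0.113), oestrogen-repressed (0.122), E2F (0.381), G2/M (0.372), CDK (0.387) and MAPK feedback (0.238) did so in the combination against palbociclib. Oestrogen-repressed (0.476), E2F (0.324), G2/M (0.324), CDK (0.570) and cholesterol (0.692) did so in the combination against giredestrant. Oestrogen-repressed (0.110), E2F (0.668), G2/M (0.321), antigen presentation (0.367), cholesterol (0.0569), hypoxia (0.189), androgen response (0.110) and heat-shock stress (0.264) did so in palbociclib at day 8. MAPK feedback (0.0745) did so in giredestrant at day 8. CDK (0.322), luminal (0.322) and androgen response (0.0821) did so in the combination at day 8. Hypoxia (0.111), androgen response (0.0597) and heat-shock stress (0.441) did so in the departure from additivity. Fry tests a list against no change, not against other genes. Some lists did not pass it, by adjusted p. E2F (0.230) and G2/M (0.230) fell short in giredestrant against palbociclib. E2F (0.0531) and CDK (0.0531) fell short in the combination against palbociclib. Oestrogen-repressed (0.0622), CDK (0.0792) and cholesterol (0.207) fell short in the combination against giredestrant. Other lists passed it. Hypoxia (0.0120) and heat-shock stress (0.0479) passed in giredestrant against palbociclib. Hypoxia (0.0103) and luminal (0.0110) passed in the combination against palbociclib. Luminal (0.0228) passed in the combination against giredestrant. CDK (0.00882), luminal (0.0111), senescence (8.7e-04) and mitochondrial (0.0131) passed in palbociclib at day 8. CDK (0.00848), ATF4 (0.0112), mesenchymal (8.4e-04), luminal (0.00708), senescence (9.2e-04), heat-shock stress (0.0336) and mitochondrial (0.0168) passed in giredestrant at day 8. Antigen presentation (0.0213), ATF4 (0.00254), mesenchymal (7.7e-04), basal (0.00249), MAPK feedback (0.00195), receptor kinase (0.0410), senescence (5.1e-04), heat-shock stress (0.00233) and mitochondrial (0.0410) passed in the combination at day 8. Oestrogen-induced (0.0178), oestrogen-repressed (0.0370), p53 target (0.0278), antigen presentation (0.0178), senescence (0.00188) and mitochondrial (0.0178) passed in the departure from additivity. DESeq2 size factors brought lists past the threshold, with these medians. Heat-shock stress (-0.20) passed in giredestrant against palbociclib. Senescence (0.68) passed in palbociclib at day 8. Oestrogen-induced (-0.0250) passed in the departure from additivity. So did the 40% limit. Heat-shock stress (-0.26) passed in giredestrant against palbociclib. ATF4 (-0.22) passed in the combination against palbociclib. Senescence (0.98) and mitochondrial (0.46) passed in palbociclib at day 8. G2/M (-0.28), ATF4 (-0.37), mesenchymal (0.0719), luminal (0.0162) and mitochondrial (0.50) passed in giredestrant at day 8. ATF4 (-0.23) and mitochondrial (0.54) passed in the combination at day 8. Oestrogen-induced (0.0684), oestrogen-repressed (-0.38), senescence (-1.20) and mitochondrial (-0.60) passed in the departure from additivity. Heat-shock stress (-0.28) lost the call there. The same came from cells of clone 1 only. ATF4 (-0.22), hypoxia (0.14) and luminal (0.23) passed in the combination against palbociclib. Heat-shock stress (0.24) passed in the combination against giredestrant. For lists that changed side when a day or library was left out, medians had these ranges. Oestrogen-repressed (0.32 to 0.56), E2F (0.24 to 0.85), G2/M (0.37 to 1.13), hypoxia (0.0164 to 0.0654) and heat-shock stress (-0.29 to -0.14) varied in giredestrant against palbociclib. ATF4 (-0.24 to -0.00399), hypoxia (-0.0620 to 0.0745) and mesenchymal (0.17 to 0.34) varied in the combination against palbociclib. Cholesterol (-0.25 to -0.0562) and luminal (0.16 to 0.27) varied in the combination against giredestrant. E2F (-0.11 to -0.0348), CDK (0.0878 to 0.19), senescence (0.49 to 0.94) and mitochondrial (0.14 to 0.29) varied in palbociclib at day 8. CDK (0.15 to 0.26), ATF4 (-0.31 to -0.22), luminal (0.00297 to 0.11), senescence (0.35 to 0.40) and mitochondrial (0.27 to 0.31) varied in giredestrant at day 8. ATF4 (-0.25 to -0.0240), senescence (-0.59 to -0.16) and heat-shock stress (0.31 to 0.34) varied in the combination at day 8. Oestrogen-induced (-0.0865 to 0.0387), interferon (-0.63 to -0.27), senescence (-0.96 to -0.69), heat-shock stress (-0.46 to -0.30) and mitochondrial (-0.30 to -0.20) varied in the departure from additivity.

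With 50 baseline cells required, 16 clones were depleted under palbociclib at day 26 and 20 at month 6, where fewer clones enter. With at least 2 barcode UMIs 9 were depleted under giredestrant at day 26, and with only cells of exactly 1 barcode 9 there and 5 under the combination. Without the fold criterion 2 clones were enriched under the combination at day 26. With single baseline libraries 16 to 19 (palbociclib day 26), 3 to 5 (combination day 26) and 20 to 23 (month 6) were depleted. The effective number of clones without thinning was 25.6 (baseline). As the inverse Simpson index it was 14, 2.60, 5.32 and 7.49 (baseline and day 26 of palbociclib, giredestrant and combination). At the 40% limit it was 25.5, 5.20, 8.58 and 15.9 in this order. With at least 2 barcode UMIs it was 23.3 (baseline) and 13.8 (combination day 26). The G2/M shares in percent follow for baseline, days 1, 4, 8 and 26 of palbociclib, of giredestrant and of the combination, and month 6. At a depth of 3000 UMIs they were 43.4%; 24%, 48.2%, 41.8%, 65.5%; 49%, 49.5%, 40.8%, 40.3%; 16.2%, 20.6%, 17.2%, 13.5%; 83.4%. Without thinning they were 89.9%; 75.9%, 96.1%, 95.5%, 95.9%; 93.1%, 91.6%, 87.1%, 94.6%; 86.1%, 73.3%, 87.3%, 70.2%; 88.9%. With at least 1 UMI they were 89.5%; 86.4%, 92.8%, 90.3%, 96.1%; 92.8%, 90.6%, 87.7%, 88.9%; 82.6%, 86.6%, 83.7%, 73.2%; 97.8%. With at least 5 UMIs they were 39.9%; 17.6%, 42.8%, 38.3%, 63.8%; 45.8%, 46.8%, 37.3%, 34.3%; 11.9%, 16.2%, 11.8%, 9.70%; 82.1%. At the 40% limit they were 63.2%, 57.4% and 79.2% (palbociclib days 4, 8 and 26), 61.2%, 49.5%, 45.4% and 48.1% over days under giredestrant and 88.6% at month 6. Between clones later enriched and depleted under palbociclib, DESeq2 called 14 genes higher and 6 lower, no filter on genes gave 8 higher, clones with at least 50 baseline cells gave 0 higher by edgeR (789 at an unadjusted p under 0.05; DESeq2 was not run on these), and leaving out enriched clones gave 0 to 135 higher and 0 to 99 lower.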

Other observations

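All tests in this part were chosen only after the results were seen.

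Within clone 1, month 6 against baseline gave medians of -2.32 for the oestrogen-induced list, 1.27 for interferon response, 1.06 for antigen presentation, -0.72 for the luminal list and 0.09 for G2/M genes. TDP1 stood at 1368 against 18.7 CPM and CDK6 at a log2 ratio of 3.12 in that lineage, with ESR1 at -1.68 and RB1 at -0.67. The neighbours of TDP1 on chromosome 14 had ratios from -0.98 to 0.28 over all cells, against 5.96 for TDP1 itself.

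A chromosome copy-number change in clone 1 by month 6 was tested on medians of 136 windows of 20 Mb with 8468 genes. A rule that a window must exceed the largest value in any shuffle of genes over the genome was met by 0 windows. A later rule, that a window must exceed its own value in all 1000 shuffles, was met by 12, of which 9 were lower, where 0.136 would be expected. Chromosome 13 at 40 to 60 Mb, which holds RB1, was at -0.62 and chromosome 11 below 20 Mb at -0.55. Medians of adjacent windows correlated at 0.634, but also at 0.401, 0.336 and 0.185 in the day 26 comparisons of the combination, giredestrant and palbociclib with baseline, so copy number and regional expression could not be told apart. Among deep cells of any lineage the 12 windows kept their sign, at a median 0.974 of clone 1, so depth was not tested alone.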
